A study of Mus musculus with 12 samples. Its data were reported in "Vitamin B12 is a limiting factor for induced cellular plasticity and tissue repair" (2023).

How the data were processed

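RNA was measured in mouse embryonic fibroblasts (MEFs, connective tissue cells grown from embryos) that carry a doxycycline-inducible cassette of the reprogramming factors Oct4, Sox2, Klf4 and Myc (OSKM), which can convert fibroblasts into induced pluripotent stem cells. Cells from 3 embryos at day 13.5, called clones 1 to 3 per the labels, were each grown without doxycycline (MEF) or with doxycycline at 1 µg/ml (OSKM), and without or with 2 µM vitamin B12. The doxycycline concentration is that of the labels, while the paper's methods give 1 mg/ml for cultured cells. This gave 4 groups of 3 libraries and 12 libraries in all, collected at 72 h. Doxycycline was given only to the induced cells, so the drug and the factors were not separated by the design. The library titles carry the year 2022 for clone 1 and 2021 for clones 2 and 3.

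The authors prepared strand-specific libraries from poly(A) RNA, sequenced read pairs on several flow cells, aligned them with STAR to mm10 (GRCm38) with default settings, and counted pairs per gene with featureCounts in reverse-stranded mode. The labels give 6 flow cells, a different number from that in the paper's methods. The deposited values are raw counts per gene, in which the flow cells of a library were added together and biological replicates were kept apart. The treatment of reads that match several places is not stated beyond these settings, and genes that share most of their sequence with other genes are reported as uncertain. The table had 55573 genes, and 0 rows lacked a gene identifier. Symbols, coordinates and gene types were taken from GENCODE M21 on the same build, GRCm38, which matched 55480 identifiers and left 93 unmatched. Coordinates are 1-based. For each gene, the percentage of its 31-base sequence words found in the transcripts of other genes was computed as a measure of shared sequence.

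Library totals ranged from 56971244 to 79236795 counted pairs. No 2 libraries held identical counts. The counts carry no molecular identifiers, so counting precision does not cover amplification error. CPM (counts scaled to a library total of 1e6) were computed here from the deposited counts with library totals scaled by TMM factors, which ranged from 0.934 to 1.06. Log2 CPM used a prior count of 2.

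The main test was the quasi-likelihood F test of edgeR on the counts, with filterByExpr by group, which kept 19174 genes, and Benjamini-Hochberg adjustment with a threshold of 0.05. One fit over the 12 libraries had clone and group as terms. It gave induction without and with B12, B12 in induced and in uninduced cells, the B12 effect averaged over both states, and the interaction, which is the B12 effect in OSKM minus that in MEF. A further fit with clone, state, their product and B12 within state tested by an F test whether the response to induction differed between clones. Adjusted p-values below are from edgeR unless another test is named, and ± after a log2 fold change is its standard error. The clone was a block because each embryo gave 1 library of every group. Libraries of one clone deviated together from their group means, with correlations across genes of 0.270 to 0.687 over 18 pairs of libraries, against at most 0.170 between clones.

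Gene lists were tested with fry from limma on log2 CPM with the same terms, adjusted over 10 lists and 3 comparisons. The lists covered the reprogramming factors, fibroblast, epithelial, pluripotency, one-carbon metabolism, B12 handling, H3K36 methylation, amino acid response and proliferation genes, and 11 genes of a methionine deprivation response that the study measured by RT-qPCR. Another 4 lists held markers of macrophages, endothelium, muscle and nerve. The study's own reprogramming signature was not used here. A marker score took its place, the mean of scaled rlog values over 15 epithelial and pluripotency genes minus that over 22 fibroblast genes. The 15 were those of 37 listed genes that passed the filter, and 10 of them had at least 10 counts in every library. A held-out shift was also computed. For each clone it took the genes that rose and fell most with induction in the other clones, and compared their B12 differences in the clone left out. Scores and shifts were compared by exact two-sided sign-flip tests over 3 clones, where the smallest possible p is 0.25. The individual genes named are those of the fixed lists together with, for each comparison, up to 5 rises and 5 falls of largest log2 fold change among genes past the threshold that had a mean log2 CPM of at least 1, a symbol other than a predicted or clone name, and the same sign in all 3 clones. Genes named outside this rule are marked as such.

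The comparisons, tests, lists, naming rule and most alternatives were fixed before the data were examined. The alternatives were DESeq2 in place of edgeR, DESeq2 size factors or library totals in place of TMM, no filter, a filter of at least 10 counts in every library, fits to only the libraries compared, no clone block, and leaving out each clone. A GC and length correction, a block for each clone and state, and leaving out the induced clone 1 library without B12 were added after the data were seen. On simulated counts drawn from the means and library sizes of these data, with 200 genes changed, the edgeR fit recovered 193 for the average B12 effect with 8 false calls, 175 for B12 within induced cells with 10 false calls, and 106 for the response by clone with 4 false calls. With no gene changed it made 0 calls for the average B12 effect and 0 for the response by clone. Changes were planted only in genes with higher counts and at fixed sizes. The planted B12 changes were alike in every clone, and the noise was independent between libraries. Recovery and false calls in the real data may therefore differ.

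The study's estimate of transcription from cryptic start sites inside genes needs counts per exon, which were not analysed here. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.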

Results

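The 12 libraries were made to ask how B12 supplementation changes transcription in fibroblasts at an early stage of reprogramming. They formed the groups MEF, MEF+B12, OSKM and OSKM+B12, each with 1 library from each of clones 1, 2 and 3. The library totals were 56971244, 67757924 and 65132634 counts in MEF for clones 1, 2 and 3, and 68046603, 59164804 and 68902385 in MEF+B12. They were 65104421, 57178917 and 79236795 in OSKM, and 63899784, 62027329 and 65094371 in OSKM+B12. Between 24880 and 25728 genes had at least 1 count, and the 10 most abundant genes took 12.6% to 16.8% of each library. The spread between replicates within the blocked fit corresponded to a biological coefficient of variation of 8.04%.

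The sex genes were compared first as a check of the clone labels. Xist was between 0.0147 and 0.0289 CPM in the 4 libraries of clone 1 and between 219 and 350.3 CPM in the 8 libraries of clones 2 and 3. Ddx3y was between 80.2 and 97.05 CPM in clone 1 and had 0 counts in the other 8 libraries. Uty and Eif2s3y had 0 counts in those 8 libraries, and Kdm5d had 2 counts in 1 of them. Within each clone, the 4 libraries shared one pattern of sex genes.

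One library stood apart from its clone in its pseudogene counts. Over 1429 pseudogenes averaging at least 2 CPM, each library was compared with the median of the other 3 libraries of its clone. The other 11 libraries had an SD of the log2 difference of 0.121 to 0.194, against 0.562 in the OSKM library of clone 1. There, 118 pseudogenes differed by over 2-fold, against at most 10 in any other library. Over 3943 coding genes that shared no sequence with other genes its SD of 0.309 was within the range of the other 11, which was 0.179 to 0.341. Genes of the naming rule whose call changes without this library are marked below.

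**Figure D1:**
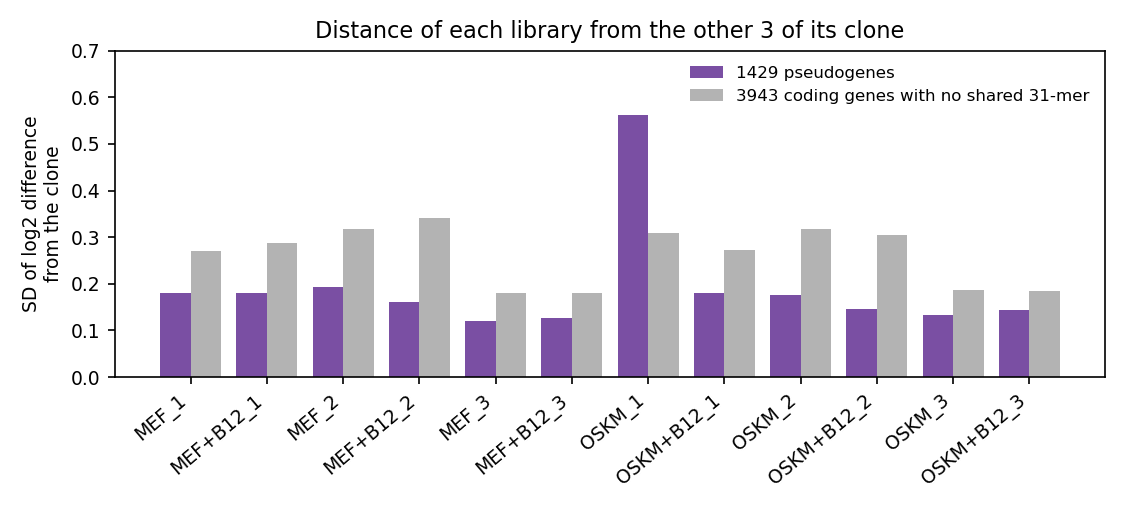
For each library (horizontal axis, named by group and clone), bars give the SD of a log2 difference in CPM. The difference is from the median of the other 3 libraries of its clone. It was taken over pseudogenes and over coding genes that share no sequence with other genes. The OSKM library of clone 1 has a pseudogene SD of 0.562 and the other 11 lie between 0.121 and 0.194.

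The induced genes were examined in every library. Pou5f1 (ENSMUSG00000024406, GRCm38 chromosome 17, 35506018 to 35510772), which encodes Oct4, had 0.282 ± 0.248 CPM in MEF and 13.6 ± 9.28 CPM in OSKM (mean ± SD, n = 3 each), a log2 fold change of 5.65 ± 0.21 with an adjusted p of 5.95e-07. With B12 it was 0.175 ± 0.147 CPM in uninduced and 13.99 ± 10.1 CPM in induced cells (n = 3), a log2 fold change of 6.28 ± 0.23 with an adjusted p of 3.78e-07. Of its 31-base words, 22.7% also occur in other genes. Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) rose from 0.520 ± 0.140 to 10.4 ± 7.06 CPM without B12 (n = 3), a log2 fold change of 4.19 ± 0.41 with an adjusted p of 0.00287. The large SDs of the induced groups came from the clones. Pou5f1 was between 18.5 and 20.7 CPM in the 4 induced libraries of clones 1 and 2 and was 2.86 and 2.34 CPM in the 2 induced libraries of clone 3, against at most 0.468 CPM in the 6 uninduced libraries. Sox2 was between 13.3 and 17.8 CPM in clones 1 and 2 and 2.33 and 2.18 CPM in clone 3.

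Klf4 (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466) was not higher in induced cells. It had 135 ± 10.1 CPM in MEF and 121 ± 1.97 CPM in OSKM (n = 3), a log2 fold change of -0.16 ± 0.05 with an adjusted p of 0.163. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) had 19.2 ± 3.09 CPM in MEF and 39.2 ± 17.2 CPM in OSKM (n = 3), a log2 fold change of 0.94 ± 0.24 with an adjusted p of 0.159. Its difference was 1.25, 1.42 and 0.11 on the log2 scale in clones 1, 2 and 3. Without clone 3 the Myc difference was 1.33 with an adjusted p of 0.000156. Of the 4 factor genes, 2 passed the threshold. B12 changed none of the 4 past the threshold in induced cells, where the log2 differences ranged from -0.08 to 0.17. The counts do not separate the transgene from the endogenous gene.

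**Figure D2:**
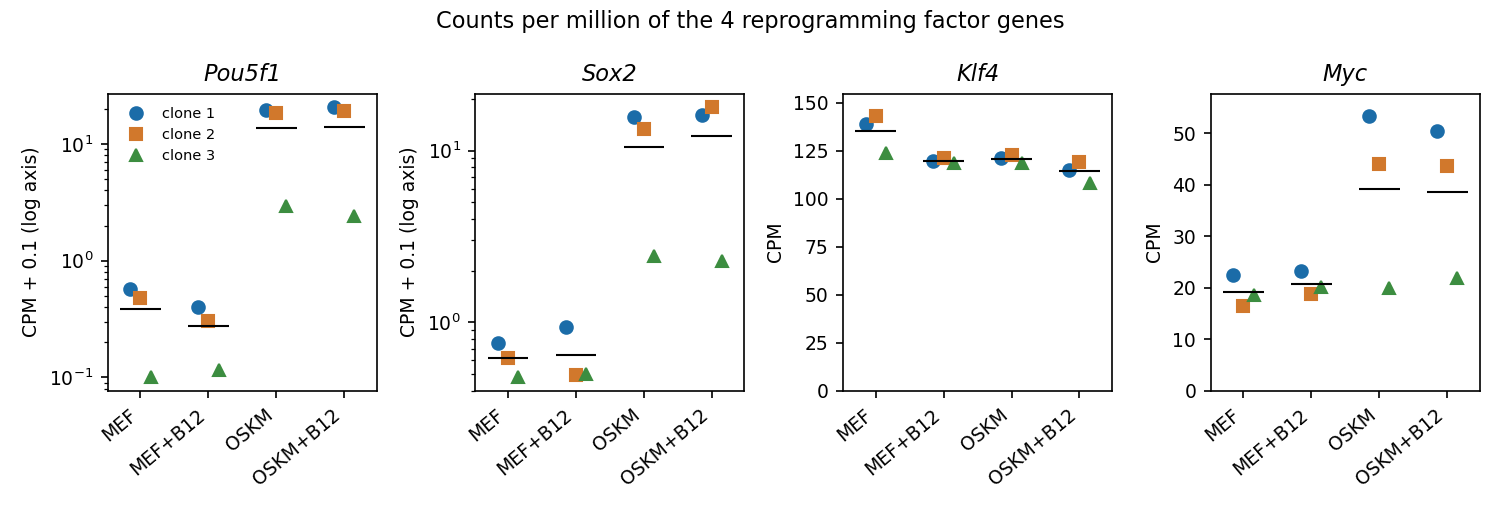
CPM of Pou5f1 and Sox2 (CPM + 0.1 on a log axis) and of Klf4 and Myc (linear axis) in the 4 groups, with 1 point per library, the marker giving the clone and the horizontal line the mean of 3 libraries. Pou5f1 was 18.5 to 20.7 CPM in the induced libraries of clones 1 and 2 and 2.34 to 2.86 CPM in those of clone 3, and Klf4 did not rise.

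The response to induction was compared over all genes. Without B12, 14 genes were higher and 0 lower in OSKM than in MEF at an adjusted p under 0.05, while 3641 of the 19174 genes had an unadjusted p under 0.05. With B12, 20 genes were higher and 0 lower, and 2854 genes had an unadjusted p under 0.05. The 2 sets shared 12 genes, and the comparisons have no library in common. These counts depended most on clone 3. Without it, 1322 genes differed between OSKM and MEF, of which 635 were higher and 687 lower, and they included all 14 genes. With DESeq2 487 genes passed, of which 199 were higher and 288 lower. Without the OSKM library of clone 1, 5 genes passed.

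Besides Sox2, the naming rule gave Cd5l, mt-Nd3 and Mir6236. Cd5l (ENSMUSG00000015854, chromosome 3, 87357881 to 87371073) rose from 1.86 ± 1.16 to 13.1 ± 13.1 CPM without B12 (n = 3), a log2 fold change of 2.59 ± 0.31 with an adjusted p of 0.0112, and by 2.51, 3.12 and 1.60 in clones 1, 2 and 3. mt-Nd3 (ENSMUSG00000064360, mitochondrial genome, 9459 to 9806) rose by 1.01 ± 0.15 on the log2 scale with an adjusted p of 0.0421, but 98.1% of its sequence words are shared with other genes, so its counts are uncertain. Without the OSKM library of clone 1 the adjusted p without B12 was 0.0631 for each of these 2 genes. Mir6236 (ENSMUSG00000098973, chromosome 9, 110281287 to 110281409) rose with B12 present by 0.82 ± 0.10 on the log2 scale with an adjusted p of 0.0155. After the GC and length correction its rise was 0.69 with an adjusted p of 0.108.

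The clones have different reprogramming efficiency in the study, so their responses to induction were compared directly. The response differed between clones for 413 genes. Pi16 and Myoc, named after their values were seen, had the smallest adjusted p. The induction difference of Pi16 (chromosome 17, 29317680 to 29330593) was 3.79, 3.23 and 0.35 on the log2 scale in clones 1, 2 and 3 without B12 (adjusted p 2.72e-06). That of Myoc (chromosome 1, 162639155 to 162649693) was 4.82, 5.41 and 0.99 (adjusted p 2.72e-06). Of the 413 genes, 401 had the smallest absolute difference in clone 3, where an equal chance for each clone gives 33.3%. Their median absolute difference was 0.66, 0.67 and 0.07 on the log2 scale in clones 1, 2 and 3. Without clone 3, 0 genes differed in response between clones 1 and 2, with 1013 at an unadjusted p under 0.05. Without the OSKM library of clone 1 the count was 838.

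B12 was then compared with no B12. In OSKM cells 201 genes were higher and 3 lower with B12. In MEF cells 263 were higher and 1 lower. The 2 comparisons have no library in common and shared 173 genes. Of the 204 genes past the threshold in OSKM, 202 had the same sign in MEF, and of the 264 past it in MEF, 264 had the same sign in OSKM. Averaged over both states, 663 genes were higher and 73 lower, each in the same direction in all 3 clones, and 40 of the 736 changed by more than 1 on the log2 scale. The interaction gave 0 genes, with 273 at an unadjusted p under 0.05, where chance gives 959. So few small p-values mark a conservative test, and recovery of an interaction was not simulated. The 0 therefore does not show that B12 acted alike in both states. With no block the average gave 90 genes. Within the 8 libraries of clones 2 and 3, which share the earlier title year, 525 genes passed, of which 517 were higher. The other year held 1 clone and gave no test. Clone 2 mattered most of the clones for these counts. Without it, 0 genes passed in OSKM, 0 in MEF and 34 in the average, with 1522, 969 and 1805 at an unadjusted p under 0.05. Without clone 3, 13, 29 and 317 passed, and without clone 1, 224, 253 and 525. Effect sizes moved far less than these counts. Without clone 2 the average log2 fold change was 1.62 for Slc13a3 and 1.16 for Clec4a2, against 1.60 and 1.26 in the main fit. For Abcg1 and Cdh4 it was -0.55 and -0.36, against -0.49 and -0.40. The counts alone therefore do not place the B12 effect in clone 2.

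**Figure D3:**
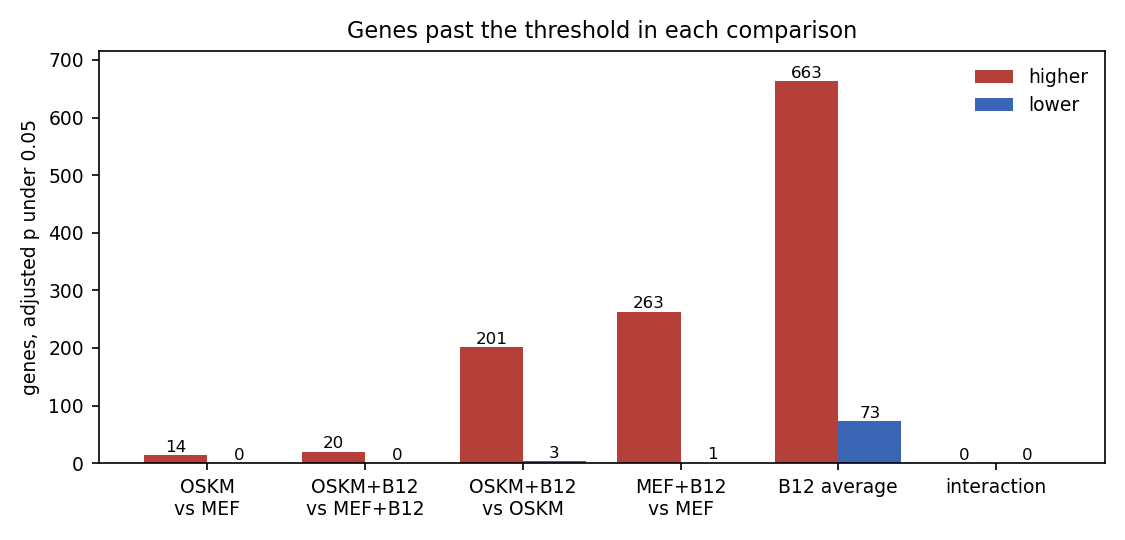
Number of genes (vertical axis) with an edgeR adjusted p under 0.05 that were higher or lower in the first group of each comparison (horizontal axis), with the number above each bar. B12 averaged over both states gave 663 higher and 73 lower genes, and the interaction gave 0.

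The largest average rise with B12 was that of Slc13a3 (ENSMUSG00000018459, chromosome 2, 165405028 to 165473230), which encodes a dicarboxylate carrier. It was 8.37 ± 4.12 CPM in MEF, 25.6 ± 10.8 in MEF+B12, 7.51 ± 4.22 in OSKM and 21.04 ± 6.64 in OSKM+B12 (n = 3 each). Its average log2 fold change was 1.60 ± 0.10 with an adjusted p of 2.9e-05. Marco (chromosome 1, 120474538 to 120505024) rose by 1.47 ± 0.29 on the log2 scale with an adjusted p of 0.0148, Ccl12 (chromosome 11, 82101845 to 82103400) by 1.43 ± 0.09 with 2.62e-05, and Clec4a2 (chromosome 6, 123106428 to 123143999) by 1.26 ± 0.10 with 0.000107. Cd300ld4 (chromosome 11, 115020728 to 115027012) rose by 1.16 ± 0.12, but 96.2% of its sequence words are shared with other genes. In OSKM cells alone the rule also gave Tfrc, the transferrin receptor (ENSMUSG00000022797, chromosome 16, 32608920 to 32632794), which was 28.5 ± 6.34 CPM without and 61.8 ± 18.8 CPM with B12 (n = 3), a log2 fold change of 1.10 ± 0.09 with an adjusted p of 0.00105. In MEF cells alone it gave Clec4a3 (chromosome 6, 122952515 to 122969875), with a log2 fold change of 1.27 ± 0.18, and Cd300ld5 (chromosome 11, 115031486 to 115037769), with 1.17 ± 0.17, of which 100% of the sequence words are shared.

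The falls were smaller. On average over both states, Abcg1 (chromosome 17, 31057675 to 31117988) fell by 0.49 ± 0.10 on the log2 scale with an adjusted p of 0.0181. Cdh4 (chromosome 2, 179442431 to 179899373) fell by 0.40 ± 0.08, Mmp12 (chromosome 9, 7344381 to 7369499) fell by 0.34 ± 0.07, Mamdc2 (chromosome 19, 23302609 to 23448442) fell by 0.30 ± 0.07 and Hpgd (chromosome 8, 56294585 to 56321043) fell by 0.28 ± 0.04. Their adjusted p-values ranged from 0.00232 to 0.0305. In OSKM cells alone Hpgd fell by 0.33 ± 0.06 and Ttc8 (chromosome 12, 98920574 to 98983238) fell by 0.28 ± 0.05. Without the OSKM library of clone 1 the adjusted p was 0.0589 for Mmp12 in the average, and 0.0564 for Hpgd and 0.121 for Ttc8 in OSKM cells.

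The study named genes of B12 use, methylation and reprogramming, and measured 11 transcripts of a methionine deprivation response in mouse tissues. Of these 20 genes 19 were tested, and Bhmt, with 1 count in 1 library, was not. Over all genes tested, 0 of the 19 passed in induction without B12, induction with B12, B12 in OSKM, B12 in MEF, the B12 average or the interaction, while 8, 9, 3, 2, 7 and 0 had an unadjusted p under 0.05. When the p-values were adjusted over the list alone, 4 passed in induction without B12, 7 in induction with B12, 1 in the B12 average and 0 in the other 3. The study chose part of the list from RNA-seq of induced fibroblasts at 72 h, as genes whose rise B12 relieved. Those data may include these libraries, so the counts over the list alone may not be independent evidence. The smallest value was that of Krt14 (chromosome 11, 100203162 to 100207548), whose induction difference without B12 was 2.69 ± 0.51 on the log2 scale, and 3.54, 2.74 and 0.44 in clones 1, 2 and 3. Its response differed between clones with an adjusted p of 0.00446 over all genes. In the B12 average it was Cdkn2b (chromosome 4, 89306299 to 89311039), which fell by 0.14 ± 0.04 and was lower in 3 of 3 clones. Setd2 (chromosome 9, 110532597 to 110618633), which encodes the H3K36 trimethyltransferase, had 91.7 ± 7.46 CPM in MEF and 92.2 ± 11.7 CPM in OSKM (n = 3), a log2 fold change of 0.00 ± 0.08 with an adjusted p of 0.987. Mtr, methionine synthase (chromosome 13, 12182712 to 12258113), had 32.02 ± 3.12 and 30.1 ± 4.03 CPM, and Cd320, the receptor for B12 uptake (chromosome 17, 33843091 to 33849774), had 10.5 ± 1.00 and 10.3 ± 1.92 CPM. These differences were within the spread between replicates.

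Among the 10 gene lists, fry gave 1 with an adjusted p under 0.05 in OSKM against MEF. It was the reprogramming factor list, with a median log2 fold change of 2.40 and an adjusted p of 0.000719. The epithelial list had a median of 0.81 (6 of the 8 genes tested higher, adjusted p 0.189). The pluripotency list had -0.13 (0.630) and the fibroblast list -0.08 (0.165). The medians of the one-carbon, H3K36 methylation, amino acid response, proliferation and methionine deprivation lists were 0.01, 0.01, -0.03, 0.05 and -0.11, with adjusted p-values from 0.102 to 0.931. In OSKM+B12 against OSKM the B12 handling list passed, with 11 of 15 genes higher, a median of 0.06 and an adjusted p of 0.0293. That median is small, and with DESeq2 size factors the list did not pass. Its median was -0.05 in OSKM against MEF (adjusted p 0.0598). In MEF+B12 against MEF 0 of the 10 lists passed, with 3 at an unadjusted p under 0.05. These were the fibroblast (median -0.12), proliferation (0.08) and methionine deprivation (-0.11) lists. The same 3 were at an unadjusted p under 0.05 in OSKM+B12 against OSKM, with medians of -0.12, 0.08 and -0.11. The methionine deprivation genes were picked partly for a rise that B12 relieved in such cells. Their fall with B12 in OSKM may therefore not be independent evidence. With camera at a preset correlation of 0.01, 3 lists passed in each comparison, and of these calls only the reprogramming factors in OSKM against MEF also held under fry. With an estimated correlation 0 lists passed in each, with 1, 0 and 0 at an unadjusted p under 0.05 in OSKM against MEF, B12 in OSKM and B12 in MEF.

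Marker lists of other cell types were compared because fibroblast cultures can hold them. The macrophage list had a mean of 166 ± 55.2 CPM per gene in MEF, 237 ± 61.6 in MEF+B12, 155 ± 47.8 in OSKM and 218 ± 30.7 in OSKM+B12 (n = 3 each). With B12, 10 of its 11 genes were higher, with a median log2 fold change of 0.57 in OSKM and 0.56 in MEF and a fry adjusted p of 0.0207 in each over 4 lists and 4 comparisons. The largest rise among its genes was that of Mrc1, at 0.86 ± 0.08 with an adjusted p of 0.000206. The exception was Cx3cr1, which fell by 0.45 ± 0.20 with an adjusted p of 0.296. It was lower in 6 of 6 pairs, by 0.38 to 0.61 (exact sign-flip p 0.03125, the smallest possible). The 6 pairs come from 3 clones, and this test treats the MEF and OSKM pairs of a clone as independent. Over 3 clones the smallest possible p is 0.25. In the B12 average the endothelial, muscle and neural lists had medians of 0.14, 0.01 and -0.15 and fry adjusted p-values of 0.557, 0.906 and 0.0549. Adjusted over the 7 lists tested in the B12 average alone, the p of the neural list was 0.0400. The endothelial list was higher in OSKM than in MEF by a median of 1.21 with a fry adjusted p of 0.0502, over the 4 of its 8 genes that were tested.

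**Figure D4:**
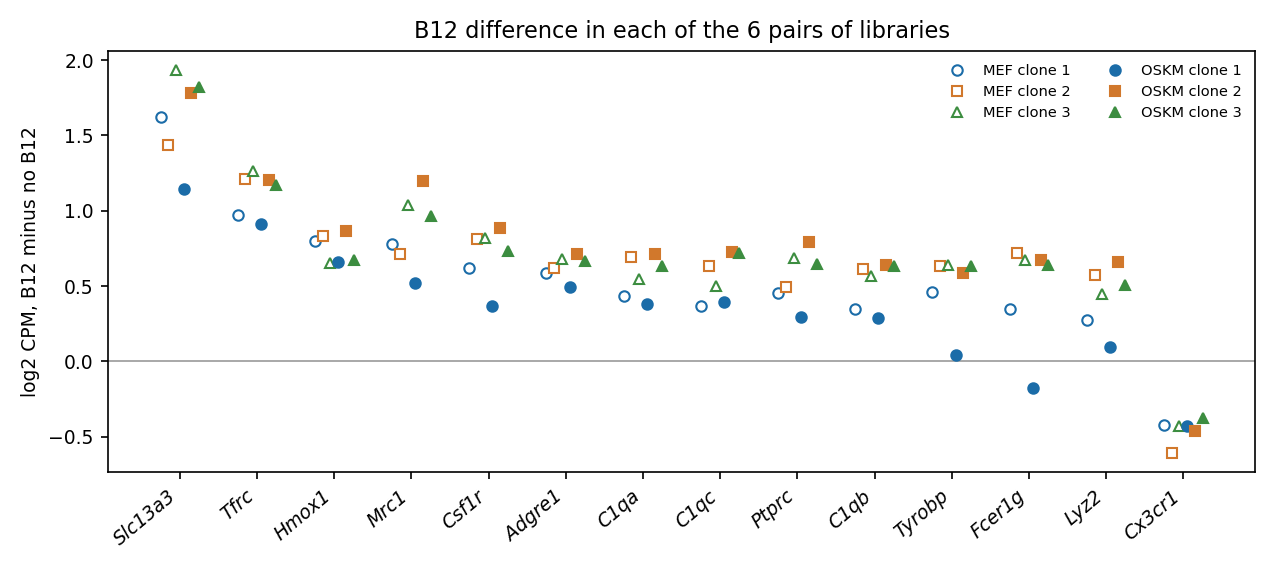
Log2 CPM with B12 minus without (vertical axis) for Slc13a3, Tfrc, Hmox1 and the 11 macrophage list genes, with 1 point for each of the 6 pairs of libraries (open for MEF, filled for OSKM, the shape giving the clone). Slc13a3 was higher by 1.14 to 1.94 in the 6 pairs, Tfrc by 0.91 to 1.26, and Cx3cr1 was lower in all 6.

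The marker score of induced cells was higher with B12 by 0.620 ± 0.483 SD units (mean ± SD, n = 3), with differences of 0.953, 0.0659 and 0.840 in clones 1, 2 and 3 (exact sign-flip p 0.25, the smallest the design allows). The difference lay in the mean of the fibroblast genes, which was lower by 0.568 ± 0.403, while that of the epithelial and pluripotency genes differed by 0.052 ± 0.093 (n = 3). In uninduced cells the score was also higher with B12, by 0.422, 0.814 and 0.275 in clones 1, 2 and 3, with the fibroblast mean lower by 0.605 ± 0.271 and the other mean by 0.101 ± 0.109 (n = 3). Both means and the uninduced cells were compared after the score was seen. Induction without B12 changed it by 0.793, 1.91 and -0.130 in the 3 clones, a mean of 0.859 ± 1.02 (exact p 0.5). The held-out shift of B12 along the induction response was -0.023 ± 0.056 on the log2 scale in OSKM (mean ± SD, n = 3, exact p 0.5) and -0.045 ± 0.0024 in MEF (exact p 0.25). Neither measure could reach a p under 0.05 with 3 clones. In OSKM the shift was 0.06 when clone 1 was left out.

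**Figure D5:**
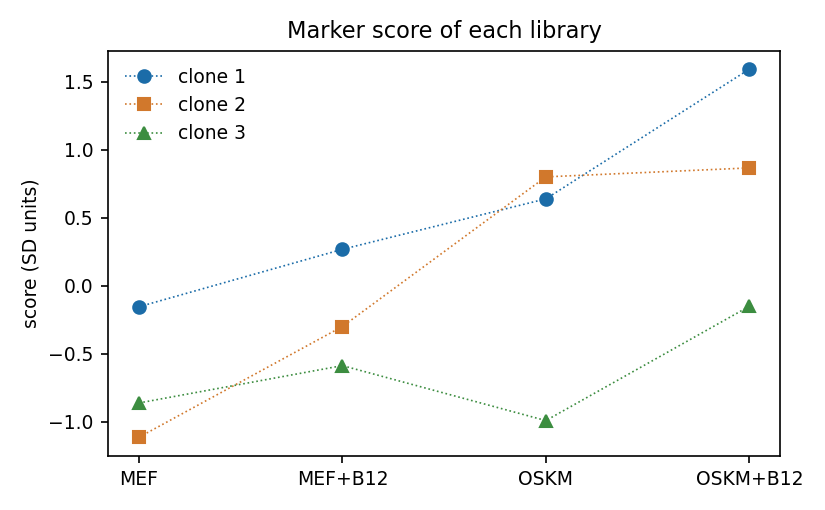
Marker score of each library (vertical axis, mean scaled rlog value of 15 epithelial and pluripotency genes minus that of 22 fibroblast genes) in the 4 groups, with dotted lines joining the libraries of one clone. In OSKM+B12 the scores were 1.59, 0.866 and -0.152 in clones 1, 2 and 3, against 0.638, 0.7998 and -0.992 in OSKM.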

Values the study reported

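The study stated that each of its 12 libraries from these clones gave at least 55.7 M reads, and that about 77.7 Gb were sequenced in all. It ranked the clones by colony formation after longer induction, with MEF 1 the most efficient and MEF 3 the least. It reported that Setd2 mRNA was raised at 72 h, which was part of the reason for choosing that time. Its measure of transcription from cryptic start sites used 9,365 genes.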

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

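The test of the response by clone was fixed before the data were examined. The other tests of this part were chosen only after the difference between clones was seen. Exceptions are the count of other splits and the fit without the OSKM library of clone 1.

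The response to induction differed between the clones for 413 genes by a test of the difference itself, and 401 of them changed least in clone 3. The pattern was broad. Over 4092 coding genes the log2 difference between induced and uninduced cells had an SD of 0.313 and 0.289 in clone 1 without and with B12, 0.304 and 0.297 in clone 2, and 0.110 and 0.114 in clone 3. Between 52 and 57 of these genes changed by over 2-fold in clones 1 and 2, against 1 in clone 3.

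Several technical explanations are argued against by the tables. An uninduced library under an induced label would have Pou5f1 at the uninduced level, but the lower of the induced clone 3 libraries had 2.34 CPM, against at most 0.468 CPM in the 6 uninduced libraries. Low depth would need shallow libraries, and the lower total of the 2 induced clone 3 libraries was 65.1 M counts, close to the middle of the 12 totals. A difference between the title years would have made clone 2, of the same year, respond as weakly, but its SD was 0.304 without B12. The OSKM library of clone 1, whose pseudogene counts stood apart, did not carry the result, since 838 genes differed in response without it.

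The 12 libraries can be split in 15 ways that keep the design, so no share of them can fall under 0.0667. Of the 15, 3 gave as many genes, the real one included. Both others gave the OSKM library of clone 1 a term of its own. Over the 3 splits that did so, 405 to 595 genes passed, of which 56.5% to 65.2% were pseudogenes, against 1 pseudogene of 413 in the real split. The remaining 11 splits gave at most 243 genes.

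A weaker expression of the factors in clone 3 stays open and had the values it needs. The higher of the induced clone 3 libraries had 2.86 CPM of Pou5f1, against 18.5 to 20.7 CPM in clones 1 and 2. Sox2 and Myc were also lower there. By the test of the response by clone, Sox2 (adjusted p 0.0156) and Myc (0.000653) passed, while Pou5f1 (0.352) and Klf4 (0.963) did not. The uninduced clone 3 library without B12 had 0 counts of Pou5f1, so its ratio there is uncertain. Such lower levels would follow from a lower dose of the factors or a smaller share of cells that expressed them, which bulk counts cannot separate. The difference between embryos is a biological explanation that the design allows and that was not tested. Sex alone does not follow the pattern, since clones 2 and 3 both expressed Xist and clone 2 responded like clone 1.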

How the results depend on the processing

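The GC and length correction, the block for each clone and state, the fit without the OSKM library of clone 1 and the DESeq2 likelihood ratio test for the response by clone were chosen after seeing the data.

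Dropping the clone block lowered the counts. With no replicate block, 0 genes passed in each of OSKM against MEF, OSKM+B12 against MEF+B12, OSKM+B12 against OSKM and MEF+B12 against MEF, with 1350, 927, 763 and 797 at an unadjusted p under 0.05, and 90 genes passed for the B12 average. There were 0 reprogramming factors past the threshold and 0 gene lists in OSKM against MEF or with B12 in OSKM, each with 1 list at an unadjusted p under 0.05. The libraries of one clone deviate together, and a fit without the block leaves the differences between clones in the spread. With a block for each clone and state, 344 genes passed for B12 in OSKM and 443 in MEF, more than 1.5 times the 204 and 264. The B12 average gave 1081 genes, of which 859 were higher and 222 lower (79.5% higher), against 663 and 73 (90.1%).

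Leaving out each clone moved the counts widely. Across the fits that each left out a clone, or the OSKM library of clone 1, OSKM against MEF gave from 1 to 1322 genes, OSKM+B12 against MEF+B12 from 1 to 1004, B12 in OSKM from 0 to 224, B12 in MEF from 0 to 334, the B12 average from 34 to 785 and the response by clone from 0 to 838. In each of the induction comparisons the highest count was without clone 3. Without clone 2, 0 genes passed for B12 in OSKM and 0 for B12 in MEF, with 1522 and 969 at an unadjusted p under 0.05. Without clone 3, 0 genes passed for the response by clone, with 1013 at an unadjusted p under 0.05. The factors past the threshold ranged from 1 to 3, the study genes from 0 to 3, the lists in OSKM against MEF from 0 to 3 and the lists with B12 in OSKM from 0 to 1. The held-out shift in OSKM reversed without clone 1, to 0.062, and ranged from -0.067 to 0.062. Its exact p could not fall under 0.25 in any setting.

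The test and the filter moved the induction counts. DESeq2 with the same design gave 487 and 416 genes for induction without and with B12, 388 and 469 for B12 in OSKM and MEF, and 2 study genes. The share of higher genes was 40.9% and 45.7% in the induction comparisons, against 100% with edgeR, and 84.0% for the B12 average, against 90.1%. The DESeq2 Wald test was not run for the response by clone, because it does not test the clones jointly, and the likelihood ratio test gave 597 genes. With no filter beyond 1 count in total, 681 and 646 genes passed for induction (48.8% and 53.1% higher), 364 and 425 for B12 in OSKM and MEF, 1257 for the response by clone, and 3 study genes. With at least 10 counts in every library 2 genes and 1 gene passed for induction, and 1 factor. That filter removed Pou5f1, but mt-Nd3, which it kept, had an adjusted p of 0.157 without B12. With only the libraries compared in the fit, 4 and 6 genes passed for induction, 108 for B12 in OSKM and 845 for B12 in MEF. Library totals in place of TMM gave 409 for B12 in MEF. The cause of these shifts was not tested.

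For the lists, camera with a correlation of 0.01 gave 3, 3 and 3 in OSKM against MEF, B12 in OSKM and B12 in MEF, and with an estimated correlation it gave 0 in OSKM against MEF and 0 for B12 in OSKM, with 1 and 0 at an unadjusted p under 0.05. DESeq2 size factors gave 0 for B12 in OSKM, with 3 at an unadjusted p under 0.05. The interaction gave 0 genes in all 12 alternatives run, with at most 511 at an unadjusted p under 0.05. Chance gives 962 there, so the test stayed conservative and the 0 does not show equal effects of B12. Both marker scores and the held-out shift in MEF kept their direction in every alternative, but no p can pass the threshold with 3 clones.

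For the 34 results of named genes, 418 alternatives were computed. In 318 the gene kept its direction and its side of the threshold, 96 were weaker, 4 were stronger and 0 reversed. Of the weaker ones 54 came from leaving out a clone or library, 29 from dropping the block and 13 from other settings. The 4 stronger ones were Myc in both induction comparisons, with no filter and without clone 3.

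In simulated data with the depth of these libraries, 56971244 to 79236795 counts, 87.5% of the changed genes were recovered for B12 in OSKM and 53.0% for the response by clone.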

Other observations

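The tests of depth, of GC and length, of the macrophage genes as a set, and all but 1 of those of the library with unusual pseudogene counts were chosen only after the results were seen, as were the macrophage test of Tfrc and Hmox1. The lists of HIF and NRF2 target genes, the neighbours of Sgce, the scaling and title year tests of the B12 average, and the splits were set down before their values were looked at. For HIF the highest value of the list was taken to decide only after its median was seen.

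Other splits of the libraries show how far the counts exceed those of arbitrary groupings. For the B12 average, 32 splits part all 6 pairs, and 1 of them, the real one, gave as many genes. The highest of the others gave 0, and the highest of 68 further drawn splits that part fewer pairs gave 5. The 32 splits treat the MEF and OSKM pairs of a clone as independent. Swapping both pairs of a clone together would leave fewer splits, so the share of 1 in 32 does not decide for the B12 average. For OSKM against MEF, OSKM+B12 against MEF+B12, OSKM+B12 against OSKM and MEF+B12 against MEF, 1 of the 10 splits of the 6 libraries gave as many genes, the real one in each. The real splits gave 14, 20, 204 and 264 genes, and the highest of the others gave 0, 1, 0 and 0. For the interaction, with 0 genes and 273 at an unadjusted p under 0.05, 10 of 10 did. A share under 0.1 is not possible with 10 splits, so the share alone does not decide for these 5 counts.

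The broad rise of genes with B12 was weighed against technical explanations. Depth would need the B12 libraries to be mostly deeper or mostly shallower, and they were deeper in 3 of 6 pairs. With the GC and length trend of each library removed 792 genes passed, of which 660 were higher and 132 lower. With library totals in place of TMM 881 did, of which 840 were higher and 41 lower. The main fit gave 663 higher and 73 lower, so the number of falls depended on the setting. Within the libraries of 1 title year 525 passed. The tables therefore argue against depth, sequence composition, scaling and year as the whole cause. Every clone was grown with and without B12, so an effect of B12 on the cultures is the hypothesis that remains. What else differed between the dishes is not given in the labels.

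Genes typical of macrophages were among the rising genes, and such cells may be present in embryonic fibroblast cultures. What share of all rising genes they make up was not counted. In the macrophage list 10 of 11 genes rose with B12, by a median of 0.56 on the log2 scale, or 0.53 after the GC and length correction, which argues against that trend as the cause. A lower share of fibroblasts would raise every other cell type alike. With the edgeR log2 fold changes of the B12 average, the highest median among the endothelial, muscle and neural lists was 0.16, that of the endothelial list, and the neural list had -0.14, but many genes of these lists have low counts and it was not shown that such cells were present. The fibroblast list had a median of -0.12 with B12 in OSKM and in MEF, so a lower share of fibroblasts stays open. The most abundant macrophage gene, Lyz2, had 1063 CPM in MEF and 1414 CPM in MEF+B12. A larger share of otherwise unchanged macrophages, whether from more macrophages or fewer fibroblasts, would raise all their transcripts by one ratio, so the order of the 11 genes would differ at random between pairs. The order was shared by the 6 pairs (Kendall W 0.729, permutation p 1e-05, the smallest 100000 permutations can give), and W was 0.638 without Cx3cr1, which fell in 6 of 6 pairs. This argues against that simple form, with the limit that a gene also expressed in other cells would rise less. The permutation also treats the MEF and OSKM pairs of a clone as independent. A change of state in the macrophages, with or without more of them, is a hypothesis that stays open. The 22 proliferation genes rose by a median of 0.084 (18 of 22 higher, unadjusted fry p 0.00175), but which cells divided cannot be told apart in bulk counts. The macrophage list was written before the data were seen, no gene of it is in another list used here, and how many of its genes fibroblasts also express was not tested.

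Tfrc and Hmox1 rose with B12 in 6 of 6 pairs, Tfrc by 0.91 to 1.26 and Hmox1 by 0.65 to 0.86 on the log2 scale. The exact sign-flip p was 0.03125 each, the smallest possible, on genes picked for their rise. Here too the test treats the MEF and OSKM pairs of a clone as independent. B12 carries cobalt, which can stabilise HIF, a regulator that also acts on both genes. Of 13 other HIF target genes the highest B12 change was 0.24, that of Pdk1, and 7 were higher with a median of 0.00, which argues against a general HIF response. The 12 NRF2 target genes rose by a median of 0.11, with 7 higher and a fry adjusted p of 0.0434 over 7 lists, too mixed to decide. Both genes rose by more than the median macrophage gene in 6 of 6 pairs, and whether they follow the macrophage genes between clones was not tested. Tfrc, but not Hmox1, rose by more than every macrophage list gene in each pair, narrowly in induced clone 2. There it rose by 1.201, against 1.197 for Mrc1. Single macrophage genes also exceed the macrophage median, and both genes were picked for their rise. More or altered macrophages therefore cannot be told apart from a response of the fibroblasts. Ferritin light chain Ftl1 rose by 0.28, though 94.9% of its sequence words are shared, and the heavy chain Fth1 rose by 0.34, in 5 of 6 pairs (exact sign-flip p 0.0625). A change in iron handling may be worth a direct test.

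The pseudogene counts of the OSKM library of clone 1 have a candidate explanation in reads shared between near-identical copies being counted differently there. Pseudogenes differed between this library and the OSKM+B12 library of its clone with an SD of 0.539, against 0.142 to 0.179 in the other 5 pairs. Coding genes that share at least 50% of their sequence words had an SD of 0.277 in this pair, against 0.190 to 0.226, while coding genes that share none had 0.1996, within 0.162 to 0.240. A first form of this test, the ratio of both SDs against all libraries of the clone, gave 1.04 and did not separate this library from the other 11 (0.642 to 1.04), because induction enters that ratio, so the paired form was chosen after it. Against the other explanations, the induced clone 1 library with B12 had a pseudogene SD of 0.179, the library was number 6 of 12 in depth, the other 3 libraries of its title year had at most 0.180, and with the GC and length trend removed its SD was still 0.558. Induction of the factors, which the induced library with B12 shares, was the biological explanation tested. One of the summed flow cells may have been counted with other settings, which the gene counts alone cannot show. Leaving this library out gave 140 genes for B12 in OSKM in place of 204 and 785 in place of 736 for the B12 average.

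Sgce (chromosome 6, 4674350 to 4747207, GRCm38) was low in all 4 libraries of clone 2, whatever the treatment. It had 13.8 ± 0.818 CPM (SD, n = 4) there and 58.8 ± 5.64 CPM in the other 8 libraries, a log2 ratio of -2.09. Peg10, which starts next to it (4747306 to 4760517), was lower by a log2 ratio of -2.58, with 3.46 ± 1.18 against 20.7 ± 4.53 CPM. Casd1 and Ppp1r9a on either side had ratios of -0.11 and -0.13. Sgce shares 0.0456% of its sequence words with other genes, which argues against misassigned reads. Sgce and Peg10 are known as genes expressed from the paternal copy, so a loss of that expression in the embryo of clone 2, by deletion or by methylation of their shared promoter, may account for it. The low Sgce counts were noticed in these data, and gene counts do not separate deletion from methylation.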
